# Insoluble solids at high concentrations repress yeast’s response against stress and increase intracellular ROS levels

**DOI:** 10.1038/s41598-019-48733-w

**Published:** 2019-08-22

**Authors:** Antonio D. Moreno, Cristina González-Fernández, Mercedes Ballesteros, Elia Tomás-Pejó

**Keywords:** Industrial microbiology, Applied microbiology

## Abstract

Lignocellulosic ethanol production requires high substrate concentrations for its cost-competitiveness. This implies the presence of high concentrations of insoluble solids (IS) at the initial stages of the process, which may limit the fermentation performance of the corresponding microorganism. The presence of 40–60% IS (w/w) resulted in lower glucose consumption rates and reduced ethanol volumetric productivities of *Saccharomyces cerevisiae* F12. Yeast cells exposed to IS exhibited a wrinkled cell surface and a reduced mean cell size due to cavity formation. In addition, the intracellular levels of reactive oxygen species (ROS) increased up to 40%. These ROS levels increased up to 70% when both lignocellulose-derived inhibitors and IS were simultaneously present. The general stress response mechanisms (e.g. *DDR2*, *TPS1* or *ZWF1* genes, trehalose and glycogen biosynthesis, and DNA repair mechanisms) were found repressed, and ROS formation could not be counteracted by the induction of the genes involved in repairing the oxidative damage such as glutathione, thioredoxin and methionine scavenging systems (e.g. *CTA1*, *GRX4*, *MXR1*, and *TSA1*; and the repression of cell cycle progression, *CLN3*). Overall, these results clearly show the role of IS as an important microbial stress factor that affect yeast cells at physical, physiological, and molecular levels.

## Introduction

Bioethanol fuel has increased in many countries as an effective alternative to reduce CO_2_ emissions in the transport sector. The traditional technology for converting sugar- and starch-based feedstocks into ethanol is relatively simple. However, advanced biofuels, such as lignocellulosic bioethanol, hold more opportunities for unlocking the potential of biofuels in order to achieve climate mitigation targets. Although lignocellulosic ethanol started to be commercialized by Beta Renewables back in 2013^1^ and several companies have built different industrial-scale plants since then (mainly in the US)^2^, the technology is still being developed due to the high recalcitrant structure of lignocellulose. Such limitation hinders the cost-competitiveness of lignocellulosic ethanol, making necessary further optimization of the biomass processing and microbial conversion steps to implement a fully effective technology.

Simultaneous saccharification and fermentation (SSF) and consolidated bioprocessing (CBP) have appeared as very attractive options for a cost-effective lignocellulosic ethanol production^3,4^. These strategies benefit from the integration of saccharification and fermentation in a single stage, and the tremendous overall cost savings due to the *on-site* enzyme production^5^. Working at high substrate loadings is also crucial for a cost-effective ethanol production, since this strategy minimizes distillation costs and reduces freshwater requirements. However, the complexity of the lignocellulosic fermentative medium in the form of solid materials and inhibitory biomass-derived compounds (phenolic compounds, furan derivatives and low molecular weight aliphatic acids) increases at high substrate concentrations, making microbial robustness of utmost importance^6^. The effects of biomass degradation compounds on microbial fermentation performance have been widely studied to understand their inhibitory mechanisms and overcome them^7–9^. However, the potential effects of insoluble solids (IS) (i.e., the water insoluble solids (WIS) fraction from pretreated lignocellulosic biomass) on fermentative microorganisms have been constantly undervalued.

The presence of high concentrations of IS at early stages of SSF and CBP processes may represent an important stress factor for fermentative microorganisms, affecting the fermentation performance and/or the tolerance to biomass-derived inhibitors^10,11^. Friction and/or collision mechanisms between IS and cells occur during mixing and, in consequence, cell morphology may be deformed, even causing the disruption of cell membranes and/or cell death. On the other hand, the effect exerted by the IS might indirectly modulate the gene expression pattern, inducing metabolic changes and altering microbial performance in terms of sugar conversion and/or inhibitory tolerance. Elucidating the variations in gene expression and determining the physiological consequences of IS on fermentative microorganisms are therefore necessary to direct future research actions for the development of more robust strains for the ethanol industry.

The present work evaluates the effects exerted by IS on *Saccharomyces cerevisiae* F12, focusing in aspects such as fermentation performance, cell viability, cell morphology, accumulation of reactive oxygen species (ROS), and the differences on the gene expression pattern. These results will boost the setting of the physiological and molecular basis towards a comprehensive understanding of the mechanisms beyond the effects exerted by IS on yeast cells, which has been often underestimated.

## Materials and Methods

### Microorganism and preinoculum growth

*S. cerevisiae* F12 was used as fermentative microorganism^12^. This strain presents an industrial background and it was genetically modified for lignocellulosic bioethanol production. Besides, it has been successfully used in bioethanol production processes from lignocellulose^13^. Active cell cultures were obtained by growing one single colony in 100-mL shake flasks with 20 mL YPD medium (10 g/L yeast extract, 20 g/L peptone, 20 g/L glucose). Cells were incubated in an orbital shaker at 32 °C and 150 rpm for 18 h. Then, cells were harvested by centrifugation (3000 g, 8 min, 25 °C) and diluted with the corresponding medium to get the appropriate inoculum size.

### Fermentation tests

The influence of IS on the yeast fermentation capacity was evaluated by subjecting *S. cerevisiae* F12 to fermentation in the presence of increased concentrations of solids. Fermentation assays with 0%, 40% and 60% IS (w/w) were performed in 250-mL shake flasks with 100 mL YNB media (Conda, Cat.1553.00) supplemented with 20 g/L glucose and 7.5 g/L (NH_4_)_2_SO_4_. After inoculation (0.5 g/L dry weight (DW)), cells were incubated in an orbital shaker at 32 °C and 150 rpm for 48 h. Samples were periodically withdrawn for determination of extracellular metabolites and cell viability.

Degradation compounds embedded in lignocellulosic WIS fractions may interfere with the RNA extraction procedure^14^, which might lead to misleading conclusions. To ease yeast separation and avoid interferences with analytical methods, 4-mm diameter glass beads (Hecht Karl™ 1401/4) were used as IS source instead of pretreated lignocellulosic fibers. The particle size of glass beads was within the common range of pretreated lignocellulosic biomass^15^.

Glucose and ethanol were analyzed by high performance liquid chromatography (HPLC) (Agilent infinity 1260, equipped with a refractive index detector), using an Aminex HPX-87H Ion Exclusion column (50 °C) with 5 mM H_2_SO_4_ (0.6 mL/min) as mobile phase.

Cell viability was measured with the Vi-Cell^TM^ XR analyzer (Beckmann Coulter).

Statistical analyses were performed using IBM SPSS Statistics v22.0 for MacOs X Software (SPSS Inc.). The mean and standard deviation were calculated from triplicates for descriptive statistics. When appropriate, analysis of variance (ANOVA) with or without Bonferroni’s post-test was used for comparisons between assays. The level of significance was set at 95%, 99% or 99.9%.

Intracellular glycogen and trehalose were measured on cells collected after 6 h and 24 h of fermentation in the presence of 0% and 40% IS (w/w), following the protocol described by Nielsen *et al*.^16^.

### Atomic force microscopy

Atomic force microscopy (AFM) was used to visualize the effects promoted from direct cells-solids interaction. Cells collected after 4 h of fermentation were first immobilized by mechanical trapping into 25-mm porous polycarbonate membranes (Nuclepore 1 µm, Whatman), and air-dried for 20 min prior to attaching it in the specific AFM liquid cell. AFM measurements were performed at room temperature in a Park XE-100 AFM (Park Systems), using dynamic contact mode and constant height screening. The maximum range for the XY scanner was 100 µm to allow the screening of 90 × 90 µm^2^. The maximum shift of *z* was −6 µm +6 µm. Differences in topography higher than 12 µm were not determined. Morphological changes on the yeast cell surface due to the presence of IS were visualized by using non-contact Si_3_N_4_ cantilevers (NSG30, NT-MDT) with a nominal spring constant of 40 N/m, high resonance frequency (320 kHz) and curvature radius lower than 10 nm.

### ROS measurement

Intracellular ROS concentration was determined in cells collected (3000 g, 8 min, 25 °C) after 4 h of fermentation under the following conditions: (1) absence of IS, (2) presence of 40% IS (w/w), (3) presence of 12.5% (v/v) lignocellulose-derived inhibitors, and (4) presence of 12.5% (v/v) lignocellulose-derived inhibitors and 40% IS (w/w). The inhibitor mixture (1.5 g/L furfural, 0.4 g/L 5-HMF, 6 g/L acetic acid, 2.5 g/L formic acid, 0.06 g/L ferulic acid, 0.03 g/L syringaldehyde, 0.1 g/L vanillin, and 0.05 g/L coumaric acid) was prepared according to compounds and concentrations commonly found in steam-exploded lignocellulosic hydrolysates^13^.

ROS accumulation was monitored by flow cytometry using dihydroethydium (DHE) as the ROS indicator. Cell pellets of about 10^6^ cells were obtained and diluted with 0.5 mL PBS buffer. Then, DHE was added to a final concentration of 2 µM, and the mixture was incubated for 30 min at 37 °C in dark conditions. DHE permeated into cells and gets oxidized to ethidium when exposed to superoxide in a dose-dependent manner. Ethidium then intercalates with DNA and emits red fluorescence proportional to intracellular ROS^17,18^. A blue laser (488 nm) was used for the excitation, and DHE emission was collected at 585/40 nm. A negative control with non-dyed cells was used as process checkup. Analysis was performed with a Cytomics FC 500 cytometer (Beckman Coulter) equipped with an FL3 detector (620 BP). In total, 50,000 cells were collected. The specific intracellular ROS level was obtained by normalizing the intracellular ROS concentrations with a negative control of cells non-treated with DHE.

### Microarray analysis of differential gene expression

Total RNA was extracted from cells after 4 h of fermentation in the presence and absence of 40% IS (w/w). 5-mL samples were withdrawn, cooled on ice, centrifuged (4000 g, 2 min, 4 °C), and cell pellets were rapidly frozen in liquid nitrogen and stored at −80 °C until analysis. Total RNA was isolated using Trizol reagent (Invitrogen) according to the manufacturer’s protocol, and treated with RNase-free DNase I (Qiagen) to prevent DNA contamination. The concentration and purity of RNA was measured using Omega spectrophotometer. RNA integrity was determined using Bioanalyzer 2100 (Agilent). Only those samples with 260/280 > 1.8; 260/230 > 2.0; and RNA Integrity Number (RIN) > 8.0 were further analyzed.

Equal amounts of each RNA sample were retro-transcribed to cDNA using random sequence oligonucleotide hexamers as primers. Template RNAs were then degraded with NaOH and cDNAs were labeled using TdT DNA polymerase and ddUTP-biotin. Labeled cDNAs were processed with GeneChip® IVT PLUS Reagent Kit (Affymetrix®), hybridized with GeneChip™ Yeast Genome 2.0 Array (Affymetrix®) and scanned with a GeneChip® Scanner 3000 7 G (Affymetrix®). Raw data were processed with RMA algorithm included in Affymetrix® Expression Console™ for normalization and gene level analysis. For each experimental condition, three microarray experiments corresponding to three independent RNA replicates were processed and analyzed. First, fold changes between experimental conditions were calculated as a quotient between the mean of the gene expression signals. Statistical analysis was performed with LIMMA package included in Babelomics software package [http://www.babelomics.org]^19^. Those values with a false discovery rates (FDR) < 0.05 were considered as significant. Genes with Log2-fold change >1 or <(−1) were included for further analysis. Furthermore, microarray experiments were analyzed by Piano software [http://biomet-toolbox.chalmers.se]^20^. In this case, FDR < 0.001 was used as gene selection cut-off in order to identify those differentially expressed genes with a higher statistical significance. Values corresponding to FDR < 0.05 were used for obtaining the corresponding heat map.

Microarray data were submitted to the NCBI GEO with GSE115460 as accession number [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115460].

Differentially expressed genes were classified by YeastMine according to their main known/proposed functions^21^. Thus, downregulated and upregulated genes were used to investigate and categorize the gene ontology (GO)-annotations, including both biological processes and molecular functions. Finally, network analysis of known/predicted protein-protein interactions was evaluated using STRING software v10.5^22^.

## Results

### Insoluble solids reduce cell viability affecting the fermentation performance

Fermentation tests with 40% and 60% IS (w/w) were performed to envisage any effect exerted by IS on the ethanol production of *S. cerevisiae* F12. When using pretreated lignocellulosic biomass, substrate concentrations up to 40% (w/w) dry matter (DM) have been previously reported^23^. When compared to glass beads, the water retention capacity of biomass reduces the water available for yeast cells during the initial stages of the fermentation processes. In this context, a higher content of glass beads might simulate such effect and, therefore, a concentration of 60% IS (w/w) was also investigated. The presence of IS during the fermentation process resulted in lower glucose consumption rates and reduced ethanol volumetric productivities at early times, independently of the IS concentration (Fig. 1A). 5.2 ± 0.6 and 10.5 ± 1.2 g/L of glucose remained in the media after 6 h of fermentation in presence of 40% and 60% IS (w/w), respectively, while total glucose depletion was observed in absence of IS (w/w) (Fig. 1A, Table 1). The decrease in glucose consumption rates led to lower ethanol concentrations and lower ethanol volumetric productivities. Ethanol volumetric productivities were 1.2 ± 0.0, 0.9 ± 0.0 and 0.6 ± 0.1 g/L h for 0%, 40%, and 60% IS (w/w) assays, respectively (Fig. 1A, Table 1). In this context, Fig. 1B clearly shows a 20–30% reduction (*P* *<* 0.001) in cell viability due to the presence of 40% or 60% IS (w/w) at 6 h of process, thus explaining the lower glucose consumption rates and the reduced ethanol volumetric productivities when compared to 0% IS (w/w). However, the absence of differences in viability when comparing 40% and 60% IS (w/w) does not explain the disparity in glucose consumption at 6 h, which may be connected to metabolic and gene expression changes.

**Figure 1:**
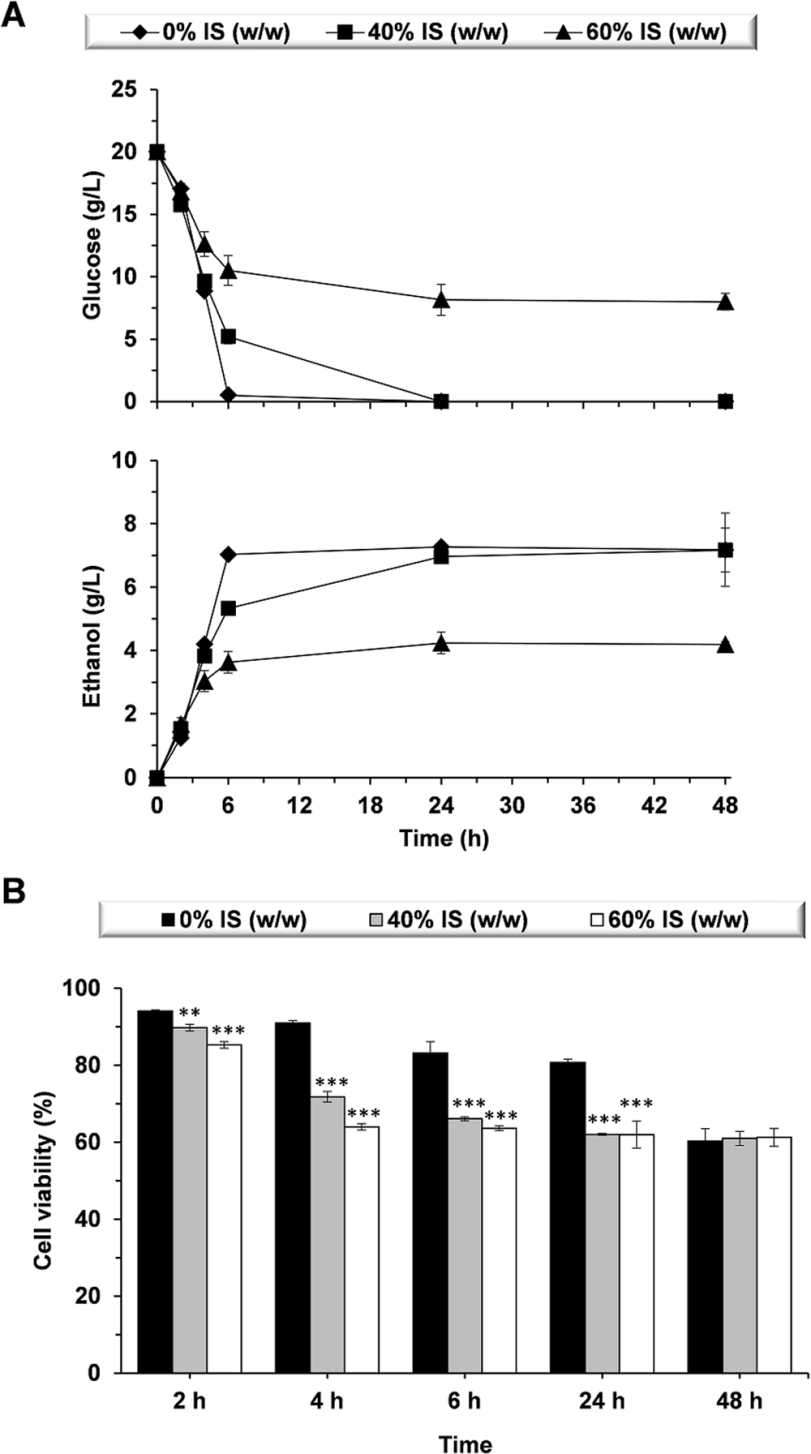
Fermentation performance of *S. cerevisiae* F12 in the presence and absence of insoluble solids (IS). Time-course for (**A**) glucose consumption and ethanol production, and (**B**) cell viability. Significant differences: **P < 0.01, ***P < 0.001.

**Table 1:** Fermentation parameters in presence and absence of insoluble solids (IS).

	Ethanol_max_ (g/L)	Yield_E_ (g/g)^a^	Q_E_ (g/L h)^b^	Glucose_6h_ (g/L)^c^
0% IS (w/w)	7.3 ± 0.0	0.37 ± 0.00	1.2 ± 0.0	0.0 ± 0.0 (0%)
40% IS (w/w)	7.0 ± 0.1	0.35 ± 0.00	0.9 ± 0.0	5.2 ± 0.6 (26%)
60% IS (w/w)	4.3 ± 0.3	0.22 ± 0.01	0.6 ± 0.1	10.5 ± 1.2 (53%)

^a^Ethanol yields were determined as follows: [Ethanol_max_]/[glucose_initial_].

^b^Ethanol volumentric productivities were estimated at 6 h time point as follows: [ethanol_6h_]/t.

^c^Percentages from the initial glucose concentration are indicated in brackets.

The final ethanol concentration was clearly dependent on the IS content (Fig. 1A, Table 1). In presence of 40% IS (w/w), similar ethanol concentrations (7.0 ± 0.1 g/L) to those observed in the absence of solids (7.3 ± 0.0 g/L) were attained at 24 h. However, due to the lower cell viability and the lower glucose consumption rates, the peak for maximum ethanol concentration was delayed when 40% IS (w/w) were present (Fig. 1A). In the presence of 60% IS, maximum ethanol concentration was 4.3 ± 0.3 g/L (w/w) (Fig. 1A, Table 1), which represents a 42% reduction (*P* *<* 0.001) when compared to 0% and 40% IS (w/w). In all cases, the ethanol concentration remained constant up to 48 h of process (Fig. 1A), and there was no glucose consumption after 24 h in presence of 60% IS (w/w), even though cell viability was maintained above 60% (Fig. 1B) with a total cell population of 42.4 ± 2.6 Mcells/mL (52.9 ± 1.4 Mcells/mL were observed at 24 h).

### Insoluble solids directly promote changes in cell morphology and increase intracellular ROS

Cells exposed to an external chemical or physical stressor have previously shown important changes on cell surface^24,25^. To determine any variation on the cell surface and size, cells collected after 6 h of fermentation in the presence and absence of IS were visualized by AFM, since the yeast performance was severely affected at this time point. As shown in Fig. 2, cells markedly changed their cell surface topography from a round-turgid shape in the absence of IS (Fig. 2A) to a highly wrinkled morphology when solids were present (Fig. 2B). These changes were mainly promoted by the formation of cavities, which also caused a reduction in the mean cell size from 6.0 to 5.4 µm (*P* *<* 0.001) (Fig. 2C).

**Figure 2:**
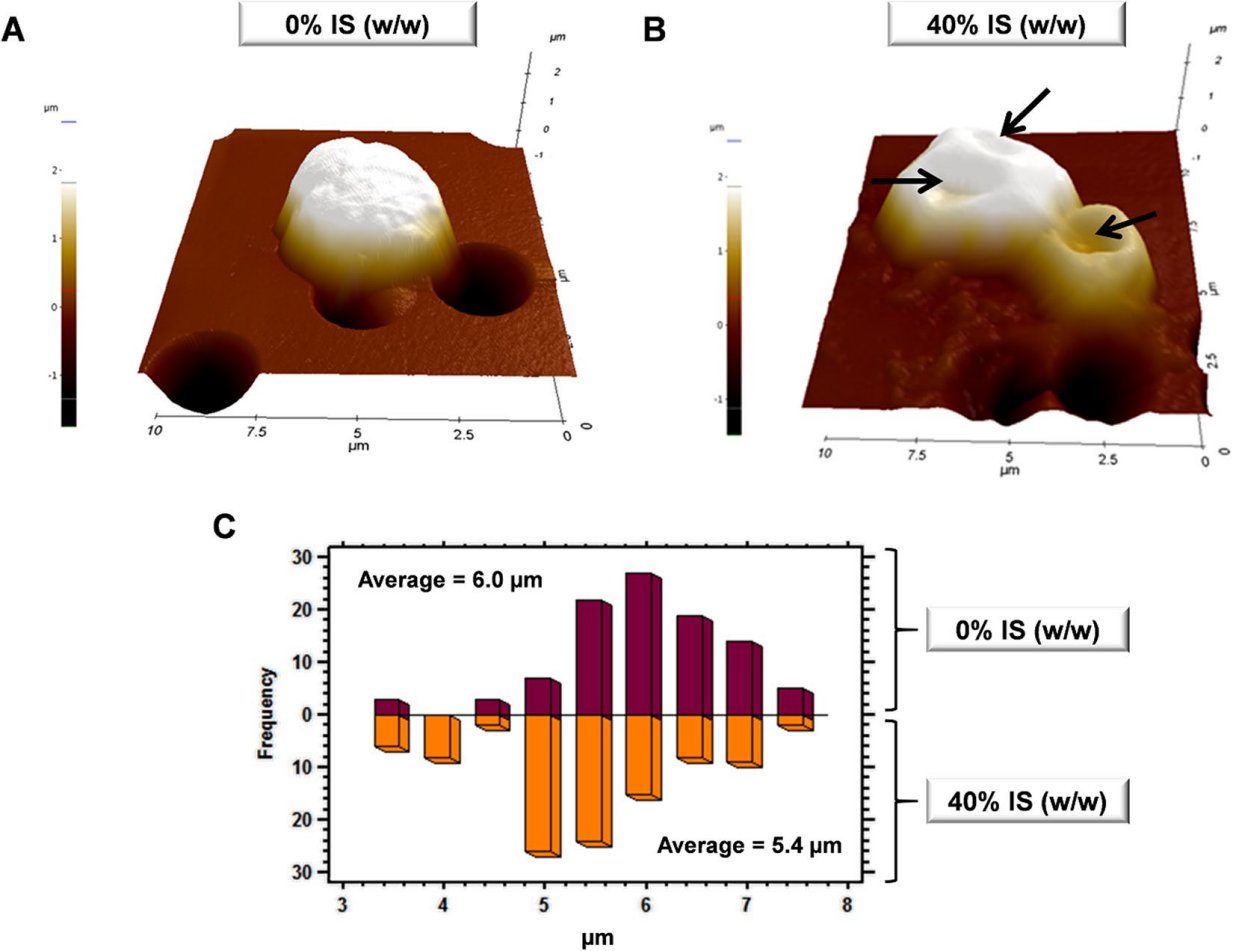
AFM imaging of *S. cerevisiae* F12 exposed to 0% and 40% (w/w) insoluble solids (IS). (**A**,**B**) 3D-reconstruction from 10 μm x 10 μm AFM topographic images. (**C**) Cell size distribution in presence and absence of IS. Arrows are indicative of cavity formation.

ROS accumulation is another effect typically induced by exogenous stress factors^26^. In this work, ROS accumulation was evaluated in the presence of 40% IS (w/w) after 4 h of fermentation. The time point was chosen according to the better viability observed (ROS content is evaluated on viable cells) when compared to the 6-h time point (Fig. 1B). Low ROS levels were measured in the absence of IS. In contrast, above 45% (*P* *<* 0.001) of the viable cell population subjected to fermentation in the presence of 40% IS (w/w) showed high ROS levels, with almost 30% of them evidencing severe damage (*P* *<* 0.001) (Fig. 3). With the aim of evaluating any potential synergy with lignocellulosic-derived compounds, ROS levels were also measured in cells growing in the presence of inhibitors with or without IS. The cell population subjected to fermentation in presence of 12.5% (v/v) lignocellulose-derived compounds showed, in general, low ROS levels in the absence of IS. Nonetheless, the cell percentage showing high ROS levels increased up to 70% (P < 0.001) (35% of which showed severe damage) when IS and lignocellulose-derived inhibitors were simultaneously present.

**Figure 3:**
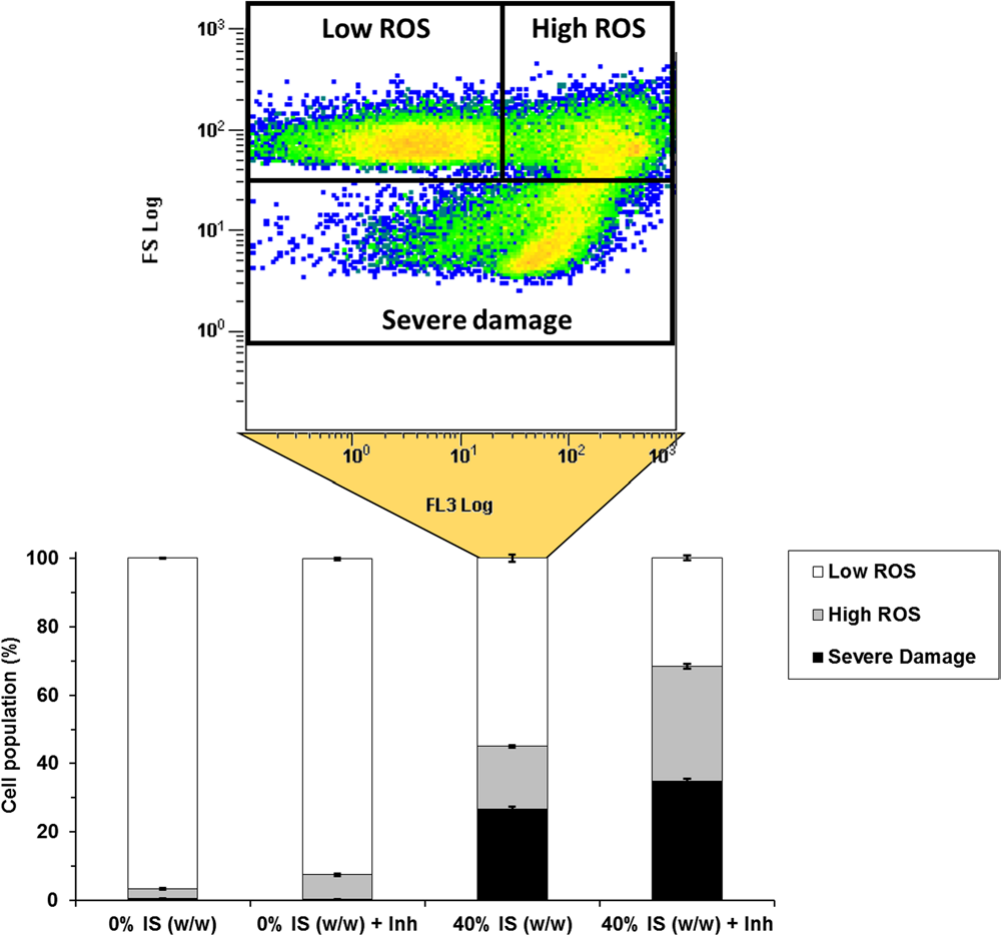
Accumulation of reactive oxygen species (ROS) in *S. cerevisiae* F12 in presence and absence of 40% (w/w) insoluble solids (IS), lignocellulosic-derived inhibitors (Inh), and both IS and Inh. Raw data from sample 40% IS (w/w) are visualized as an example for populations grouping. Low ROS cells were defined as cells adjusted to the negative control. High ROS cells were assigned to those reaching the highest levels of fluorescence. High levels of ROS together with low cell sizes were assigned to cells presenting severe damage.

### Gene expression pattern in the presence of insoluble solids

The presence of IS might also influence yeast cell physiology by modulating the gene expression pattern. 

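Total RNA of *S. cerevisiae* F12 taken after 4 h of fermentation with 0% and with 40% IS (w/w) was hybridized to Affymetrix yeast arrays, with 3 arrays for each condition. The authors' deposited table holds the comparison of the 2 conditions as limma gives it, and values per array were not used here. It has 5705 probe sets, which stand for 5657 genes by their systematic names. For each it gives a log2 difference between the conditions, the mean log2 signal over the 6 arrays, a moderated t, a p and an adjusted p. The signals had been normalized by the authors with RMA, and the mean log2 signals in the authors' deposited table ran from 6.20 to 14.14 with a median of 8.79. The table does not state the sign of the difference. It was read as 40% IS minus 0% IS, because with this sign all 291 genes of Tables 3 and 4 that the table holds go the way the paper states, so their direction is not independent evidence. The adjusted p in the authors' deposited table differed by at most 5.13e-09 from a Benjamini-Hochberg adjustment over all rows. All p followed from t with 7.58 degrees of freedom in total, and a model with 4 residual degrees of freedom, as 3 arrays against 3 give, returned the same prior as the table (3.58 degrees of freedom and an SD of 0.09 on the log2 scale). The residual SD between arrays of 1 condition was recovered from this for each probe set, with a median of 0.10 (10th percentile 0.04, 90th percentile 0.20). The 95% interval of a log2 difference, computed from the table's t, had a median half-width of 0.18, and the number of arrays limits this precision. The paper calls its replicates independent RNA replicates and does not state whether each came from its own culture. If they did not, these intervals and p do not measure the spread between cultures. Of the 46 genes with more than 1 probe set, 7 had probe sets that differed in sign, and the median range between probe sets of a gene was 0.14.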

Differential expression analysis (FDR < 0.05) identified 200 genes overexpressed and 513 genes downregulated after 4 h of fermentation in the presence of 40% IS (w/w) (Fig. 4A). These values represent the 11% equivalent of the total gene number in *S. cerevisiae* (6433 genes) [https://www.yeastgenome.org]. 

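With 40% IS, 1031 probe sets of the authors' deposited table were higher and 1643 lower at an adjusted p below 0.05 (limma, Benjamini-Hochberg over 5705 probe sets). An absolute log2 difference above 1 was reached by 45 of the higher and 87 of the lower ones in the authors' deposited table. The stricter threshold of 0.001 without a minimum difference left 179 higher and 326 lower probe sets there. Either rule was met by 179 higher and 339 lower probe sets of the authors' deposited table, since each of the 45 increases above 1 also passed 0.001. The 95% intervals computed here lay wholly beyond 1 for 23 increases and 39 decreases, and those of 168 further probe sets with an adjusted p below 0.05 reached 1 although their difference did not. Of the alternatives, leaving out the minimum difference moved the numbers of the log2 rule most, to those at 0.05 given first, and a minimum of 0.5 gave 291 higher and 602 lower probe sets. By fold, the numbers at 0.001 moved most under a plain equal-variance test on the recovered SDs, which shares no information between probe sets and left 1 higher and 7 lower.

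**Figure D1:**
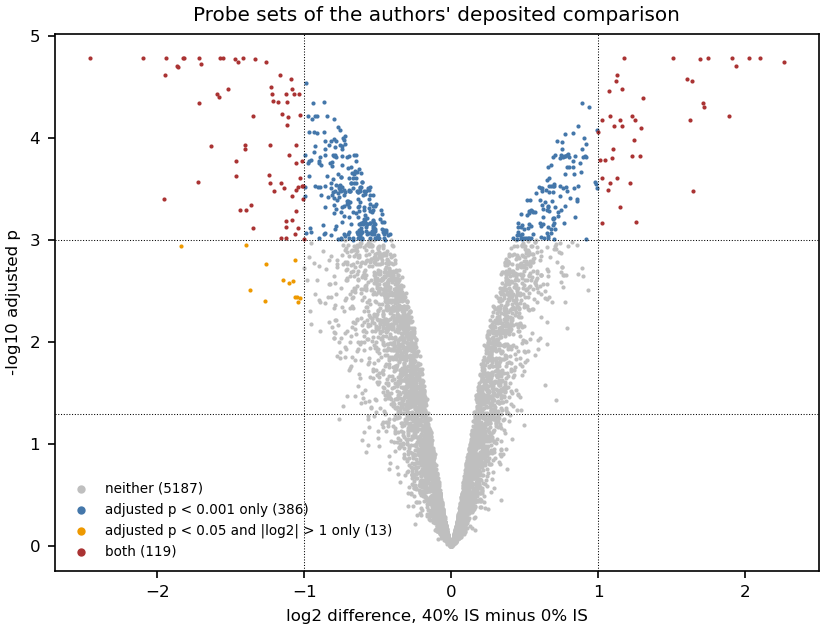
Each point is 1 of the 5705 probe sets of the authors' deposited comparison, with its log2 difference (40% IS minus 0% IS) on the x axis and -log10 of its adjusted p on the y axis; dotted lines mark the thresholds of both rules. Both rules were met by 119 probe sets (red), the adjusted p below 0.001 alone by 386 (blue), and the difference above 1 alone by 13 (orange), all 13 of them decreases.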

Differences in gene expression were identified by using the Log2-fold change method^27^ and Piano software^20^ (FDR < 0.001), showing above 40% matches (292 genes) between them. In addition, a heatmap using hierarchical clustering was built based on differentially expressed genes (FDR < 0.05) with the aim of grouping samples with similar data. This plot clearly identified two different clusters (Fig. 4B): (i) one corresponding to cells collected during fermentation in presence of 40% IS (w/w), and (ii) one corresponding to cells collected in absence of solids. These results support the differences on the gene expression pattern between cell populations.

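Counted in the authors' deposited table, 119 probe sets met both rules, 45 higher and 74 lower with 40% IS. That is 23.0% of the 518 probe sets that met either rule. The adjusted p below 0.001 alone was met by 134 higher and 252 lower probe sets of the authors' deposited table. An absolute log2 difference above 1 with an adjusted p between the thresholds was found for 13 decreases and 0 increases. Taking 1 probe set per gene left the overlap at 119, while the plain equal-variance test left 2 and a minimum difference of 0.5 gave 470.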

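The recovered residual SDs allow the differences to be set against the spread between arrays of 1 condition. The absolute log2 difference exceeded 2 residual SDs for 3023 of the 5705 probe sets. Of the probe sets in the authors' deposited table, 46.9% had an adjusted p below 0.05, with a median absolute log2 difference of 0.40. The smallest absolute log2 differences with an adjusted p below 0.05 and below 0.001 in the authors' deposited table were 0.16 and 0.42. After *MET14* of sulfate assimilation, the largest increases in the authors' deposited table were *CYC1* (YJR048W, 2.10), *MUP1* (YGR055W, 2.03), *MET1* (YKR069W, 1.94) and *MET5* (YJR137C, 1.91). The largest decreases in the authors' deposited table were *EGO4* (YNR034W-A, -2.46), *MAL32* (YBR299W, -2.09), *TDH1* (YJL052W, -1.95), *PGM2* (YMR105C, -1.95) and *YRO2* (YBR054W, -1.94). The probe set of *MAL32* is of a kind that more than 1 gene can share. The 95% intervals computed here reached from -2.72 to -2.20 for *EGO4* and from -2.44 to -1.47 for *TDH1*, so the order among the decreases is not settled. How the arrays cluster could not be computed from the comparison.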

**Figure 4:**
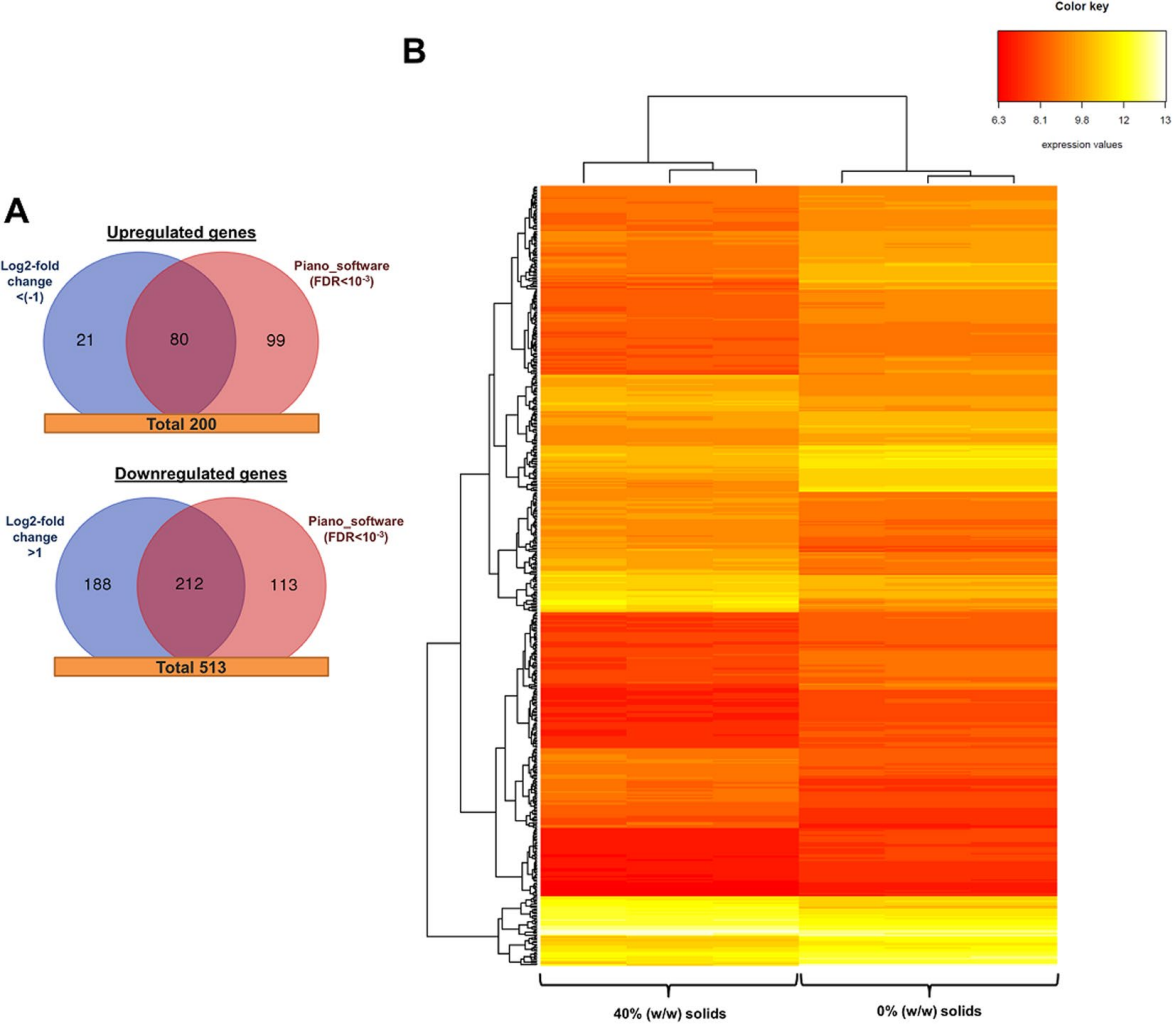
Differentially expressed genes in presence of 40% (w/w) insoluble solids (IS). (**A**) Venn diagrams of upregulated and downregulated gene numbers identified by the Log2-fold change and Piano software. (**B**) Heatmap and hierarchical clustering of the differentially expressed genes.

The main biological processes influenced by the presence of IS were determined by gene ontology analysis. Table 2 shows the enriched upregulated and downregulated biological processes, respectively (FDR < 0.05). Small molecule and sulfur metabolic processes, including amino acids biosynthesis, carboxylic acid metabolic processes, glutathione biosynthesis, etc., and processes involved in transportation and respiration were identified as major overexpressed biological processes in the presence of IS. In contrast, carbohydrate metabolic processes (trehalose and glycogen biosynthesis), cell response to stimulus (DNA repair, response to heat, desiccation or drugs) and certain general biological regulation mechanisms (regulation of gene expression, RNA biosynthesis, signal transduction, etc.) were, on the other hand, repressed by the presence of IS. 

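Gene families and regulons listed without regard to the table were set against 10000 random lists of the same size and the same mean expression. The 20 *MET* genes had a median log2 difference of 0.84, above the medians of all random lists, of which the highest was 0.37. All but 9 of the 20 are genes that Tables 3 and 4 or the text name, and these 9 had a median of 0.10 (percentile 79.6). Such a remainder is set by the paper's choice of genes on the same arrays, so it decides neither for nor against the whole family. The median of 20 targets of the amino acid regulator Gcn4 was 0.42, again above every random list (highest 0.35). Respiratory genes of complexes II to IV and cytochrome c (38 probe sets) had a median of 0.35 with 22 higher and 3 lower at an adjusted p below 0.05 in the authors' deposited table. Their random lists had medians up to 0.21. In contrast, 22 thioredoxin and glutathione genes had a median of 0.04, at percentile 73.3 of their random lists. Among these, the genes of glutathione synthesis were near 0 in the authors' deposited table, with log2 differences of 0.02 for *GSH1* (YJL101C, adjusted p = 0.858) and -0.11 for *GSH2* (YOL049W, adjusted p = 0.341). Percentiles describe these arrays and are not p-values. Of the 25 lists, 8 lay above the central 95% of their random lists, and 7 without matching on mean expression.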

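The 27 targets of the general stress regulators Msn2 and Msn4 had a median log2 difference of -1.06 with 40% IS, while the lowest median among the 10000 random lists of equal mean expression was -0.35. Of these, 25 were lower at an adjusted p below 0.05 in the authors' deposited table, and 25 when adjusted over the list alone. The other two, *HSP12* (-0.09) and *CTT1* (-0.05), did not pass in the authors' deposited table. All but 3 of the 27 are also genes that Tables 3 and 4 or the text name. The 3 left had a median of -0.09 (percentile 46.1), a remainder that the paper's choice of genes on these arrays sets in part. Whether cultures with 0% IS were nearer to glucose exhaustion stays open for these targets and for the trehalose and glycogen genes. The 11 *HSP* genes had a median of -1.06, with 9 lower and 0 higher at the same threshold in the authors' deposited table, and their lowest random median was -0.59. The 5 *HSP* genes not named by the paper's text or Tables 3 and 4 had a median of -0.22 (percentile 7.74). The 30 *RAD* genes had a median of -0.30 (percentile 0.31), but they went both ways, with 15 lower and 5 higher in the authors' deposited table. Without the 8 in Table 4 the median was -0.12 (percentile 35.7). The 9 genes of the *MSH* and *MLH* families had a median of -0.30, which random lists of 9 probe sets reached more often (percentile 8.40). This median is the value of *MSH4*, a dim probe set with a mean log2 signal of 6.63.

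**Figure D2:**
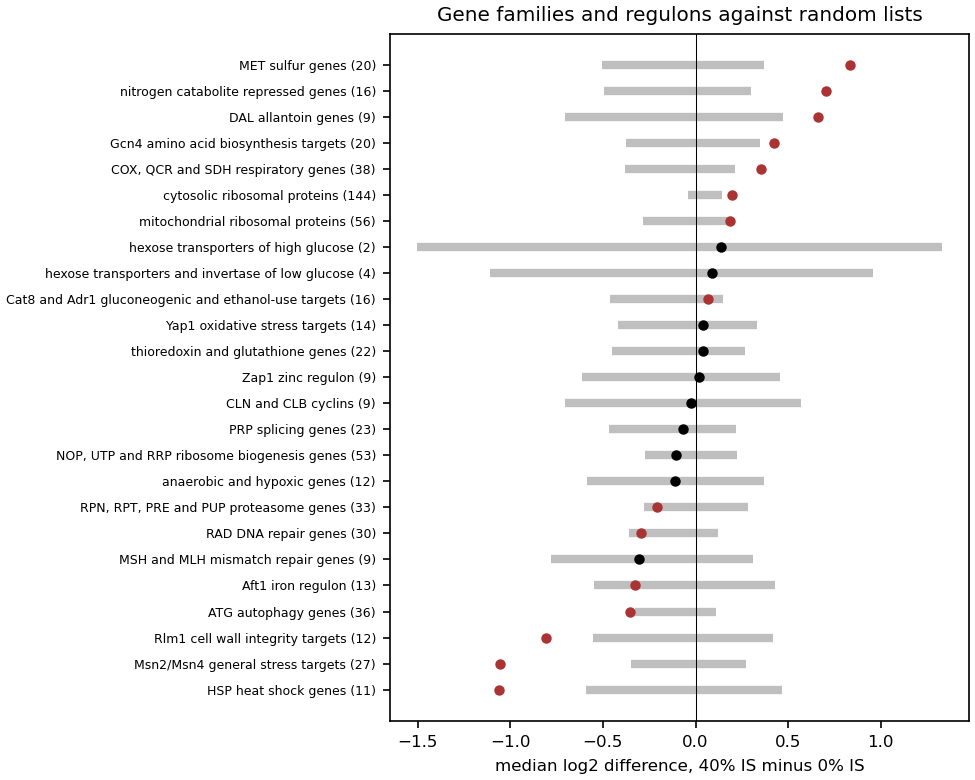
Each row is a gene family or regulon with its number of probe sets in brackets; the point is its median log2 difference (40% IS minus 0% IS) and the grey bar runs from the lowest to the highest median of 10000 random lists of the same size and mean expression. Red points, 7 of them among the lower and 8 among the higher lists, lie outside the central 95% of their random lists.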

Enrichment analysis of differentially expressed genes could also identify specific repressed and overexpressed (*P* *<* 0.01) metabolic pathways (Table 3). Thus, glycogen and trehalose biosynthetic pathways, and the oxidative branch of the pentose phosphate pathway were found to be downregulated, while sulfate assimilation pathway and superpathway of sulfur amino acid biosynthesis were upregulated in the presence of 40% IS (w/w). 

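All genes of the 5 pathways of Table 3 had an adjusted p below 0.05 in the authors' deposited table. In sulfate assimilation, the increases in the authors' deposited table ranged from 1.61 (*MET16*, YPR167C) to 2.27 (*MET14*, YKL001C), with *MET3* (YJR010W) at 1.70 and *MET10* (YFR030W) at 1.63. The 9 genes of the superpathway of sulfur amino acid biosynthesis had a median of 1.61. Its smaller increases in the authors' deposited table were *STR3* (YGL184C, 1.22), *MET2* (YNL277W, 0.94), *MET17* (YLR303W, 0.74) and *HOM3* (YER052C, 0.58). The 6 genes of glycogen biosynthesis had a median of -0.76. Besides *PGM2*, only *GSY2* (YLR258W, -1.11) fell below -1 there, while *GLG1* (YKR058W, -0.77), *GSY1* (YFR015C, -0.75), *GLC3* (YEL011W, -0.68) and *UGP1* (YKL035W, -0.62) stayed above it in the authors' deposited table. The 4 trehalose genes had a median of -1.14 and were *TSL1* (YML100W, -1.55), *TPS1* (YBR126C, -1.22), *TPS2* (YDR074W, -1.06) and *TPS3* (YMR261C, -0.46) in the authors' deposited table. The oxidative pentose phosphate genes were *ZWF1* (YNL241C, -1.06, adjusted p = 0.00364 by limma), *SOL4* (YGR248W, -0.61, adjusted p = 0.00106) and *GND2* (YGR256W, -0.61, adjusted p = 0.00228) in the authors' deposited table, so that 0 of the 3 passed 0.001. The 95% intervals computed here excluded 0 for all genes of the table, and that of *ZWF1* was wide (-1.51 to -0.61).

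**Figure D3:**
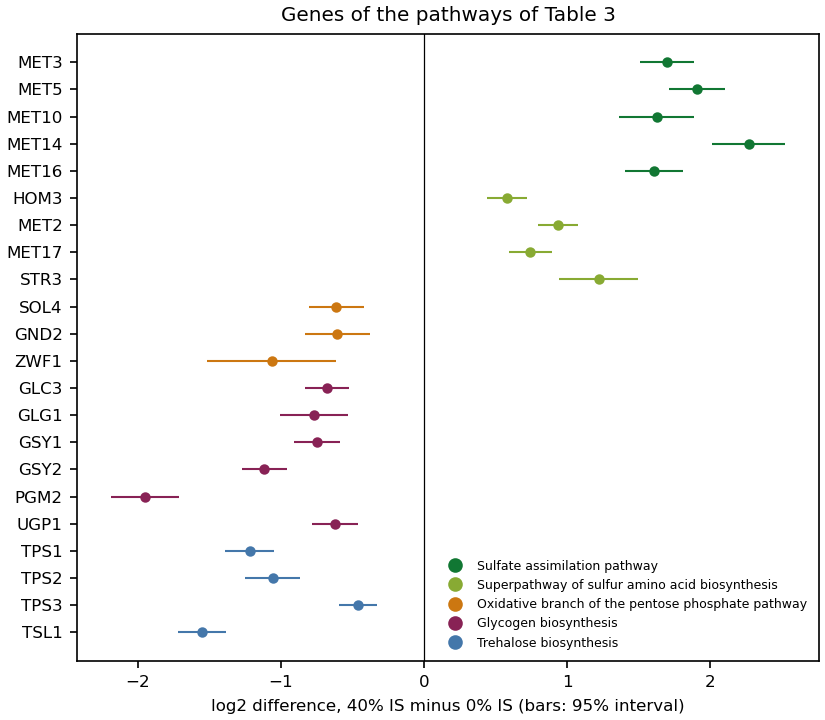
Points are the log2 differences (40% IS minus 0% IS, x axis) of the genes of Table 3 in the authors' deposited table, coloured by pathway, and bars are their 95% intervals. The genes of sulfate assimilation, drawn only once although they also belong to the superpathway, lie between 1.61 and 2.27, and those of trehalose biosynthesis between -1.55 and -0.46.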

Downregulation of glycogen and trehalose biosynthetic pathways was also supported by actual metabolite concentrations (Supplementary Fig. S1). After 6 h of fermentation, trehalose content was below the detection limits, while glycogen content was 260 ± 18 and 147 ± 25 mg/g DM (*P* < 0.01) for 0% and 40% IS (w/w), respectively. After 24 h, trehalose content was 4.7 ± 1.3 and 0.5 ± 0.2 (*P* < 0.01) for 0% and 40% IS (w/w), respectively, while no differences on glycogen content were found (130–140 mg/g DM).

**Table 2:** Upregulated and downregulated biological processes enriched in the presence of insoluble solids (IS)

Biological Process	GO Term	Gene N°	*P*-value^a^
**Upregulated processes** **:**			
Small molecule metabolic process^1^	GO:0044281	58	6.10E-06
Sulfur compound metabolic process^2^	GO:0006790	21	1.53E-05
Oxidation-reduction process^3^	GO:0055114	38	1.88E-04
Drug metabolic process^4^	GO:0017144	27	3.35E-04
Transmembrane transport^5^	GO:0055085	37	6.31E-04
Cellular respiration^6^	GO:0045333	15	1.42E-02
**Downregulated processes** **:**			
Carbohydrate metabolic process^7^	GO:0005975	53	4.91E-05
Response to stimulus^8^	GO:0050896	148	6.84E-03
Pyridine-containing compound metabolic process^9^	GO:0072524	23	7.23E-03
Biological regulation^10^	GO:0065007	218	1.99E-02

^a^Multiple testing was analyzed by Holm-Bonferroni test.

^1^Amino acid metabolic process, organic acid metabolic process, sulfur compound metabolic process, TCA metabolic process, respiratory electron transfer chain.

^2^Sulfur compound metabolic process, methionine and cysteine biosynthetic process, drug metabolic process.

^3^Cellular respiration, TCA metabolic process, ATP synthesis coupled electron transport, sulfur metabolic process.

^4^Antibiotic metabolic process, allantoin metabolic process, toxin metabolic process, aerobic respiration, sulfate assimilation.

^5^Transport involving ions, organic acids, amino acids, and sulfate.

^6^Aerobic respiration, TCA metabolic process, electron transport chain.

^7^Hexose metabolic process, trehalose metabolic process, glycogen metabolic process, gluconeogenesis, pentose-phosphate pathway: oxidative branch.

^8^Cellular response to stress: chemical, drug, desiccation, temperature, oxidative stress, DNA repair, cell cycle.

^9^Coenzyme metabolic process, phosphorus metabolic process, vitamin metabolic process, ATP generation from ADP.

^10^Cell cycle, regulation of gene expression, ion homeostasis, signal transduction, regulation of primary metabolic process.

**Table 3:** Gene enrichment analysis of specific metabolic pathways repressed and overexpressed in the presence of insoluble solids

Metabolic Pathway	Pathway Ref.	Related Genes	P-Value^a^
**Repressed** **:**			
Glycogen biosynthesis	PWY3O-4031	GLC3, GLG1, GSY1, GSY2, PGM2, UGP1	3.35E-03
Trehalose biosynthesis	TRESYN-PWY	TPS1, TPS2, TPS3, TSL1	8.15E-03
Oxidative branch of the pentose phosphate pathway	OXIDATIVEPENT-PWY	SOL4, GND2, ZWF1	1.33E-02
**Overexpressed** **:**			
Sulfate assimilation pathway	PWY-781	MET3, MET5, MET10, MET14, MET16	1.08E-03
Superpathway of sulfur amino acid biosynthesis	PWY-821	HOM3, MET2, MET3, MET5, MET10, MET14, MET16, MET17, STR3	2.23E-03

^a^Multiple testing was analyzed by Holm-Bonferroni test.

It is important to highlight that most of the differentially expressed genes (194 out of 513 downregulated genes, and 53 out of 200 upregulated genes) had, however, an unknown molecular function, and 30–40% of them encoded a putative protein with unknown function (Supplementary Table S1). Above 80% and 60% of these repressed and overexpressed genes had a Log2-fold change above one order, respectively, which may indicate a potential role in the cell response to IS. Indeed, although having an unknown molecular function, the upregulated genes *CIR2*, *KNH1*, *MIX17*, *YDL012C*, and *YGR266W*, and the downregulated genes *BIR1*, *DDR2*, *EIS1*, *FUN19*, *IZH4*, *MTL1*, *RGI1*, *SPI1*, *STF2*, *TMC1*, *YBL111C*, *YDR391C*, *YIL108W*, *YJL144W*, *YKR011C*, *YLR149C*, and *YRO2* have been previously identified with a key role in the cell response to stress (Supplementary Table S1).

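Each of these 22 genes was found, and each had an adjusted p below 0.05 (limma) and the direction named, in the authors' deposited table. The 5 upregulated genes had log2 differences from 0.62 (*YDL012C*) to 1.13 (*CIR2*, YOR356W) there, with a median of 0.71. *MIX17* (YMR002W) was at 0.75, *YGR266W* at 0.71 and *KNH1* (YDL049C) at 0.71 in the authors' deposited table. The 17 downregulated genes had a median of -0.79, and 4 of them were below -1 in the authors' deposited table, namely *YRO2*, *RGI1* (YER067W, -1.46), *STF2* (YGR008C, -1.08) and *EIS1* (YMR031C, -1.04). The least changed was *IZH4* (YOL101C, -0.36), a dim probe set with a mean log2 signal of 6.82 in the authors' deposited table. Intervals computed here were widest for *STF2* (95% interval -1.49 to -0.66) and *YDR391C* (-1.19 to -0.38). At 0.001, 11 of the 17 decreases and 4 of the 5 increases passed in the authors' deposited table. *YDR391C* and *YJL144W* were no longer called by a plain equal-variance test on the recovered SDs (adjusted p = 0.0650 and 0.0571 without limma's shared prior).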

To bring more light in the differences found, differentially expressed genes were also analyzed by STRING software [http://string.embl.de/], which establishes the interaction between proteins that contribute together to the same function. Figure 5 illustrates the most significant protein-protein interactions (highest confidence score), grouped according to biological processes. Also, Table 4 shows the complete gene list resulted from STRING analysis. Overall, STRING and ontology analyses led to similar results, emphasizing the importance of protein metabolic processes, stress-response mechanisms, cell cycle regulation, and carbohydrate and lipid metabolic processes as the main biological processes influenced by the presence of IS.

**Figure 5:**
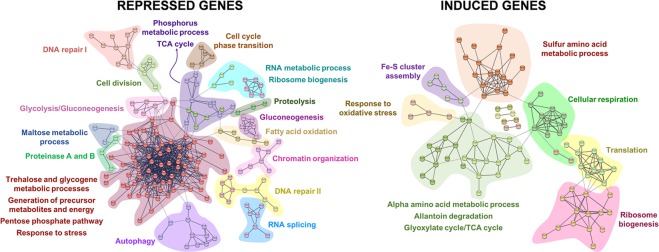
STRING analysis of differentially expressed genes in presence of 40% (w/w) insoluble solids (IS). Groups are based on the biological processes in which proteins are involved.

**Table 4:** Grouped genes based on STRING protein-protein interaction analysis.

Biological Process	Genes^a^
**Upregulated genes** **:**	
*Alpha amino acid metabolic process, Allantoin degradation, Glyoxylate cycle/TCA cycle*	ACO1, ACO2, ARG1, ARG3, ARG5,6, ASN1, CAR1, CPA1, DAL1, DAL3, DAL4, DAL5, DAL7, ERV1, GLT1, HOM3, ICL1, IDH1, KAP123, LEU1, LEU4, LEU9, LYS1, LYS20, MIX17, PGA3
*Cellular respiration*	ACO1, COR1, COX7, CYC1, CYT1, ICL1, IDH1, MIX17, QCR2, SDH2, SDH3, SDH4
*Fe-S cluster assembly*	CFD1, CIA2, ISA1, NAR1, YAH1
*Response to oxidative stress*	CTA1, GPX2, GRX4, TSA1
*Ribosome biogenesis*	ALB1, BCP1, DHR2, DIM1, ECM1, EMG1, NHP2, NIP7, RLI1, RPL26B, RPS28A, RSM7, YTM1
*Sulfur amino acid metabolic process*	MET1, MET10, MET14, MET16, MET17, MET2, MET28, MET3, MET32, MET5, MET8, MHT1, MMP1, MXR1, STR3, SUL1, SUL2
*Translation*	CDC33, MNP1, MRPL27, MRPL28, MRPL32, NHP2, RLI1, RML2, RPL23B, RPL26B, RPL29, RPL9A, RPS28A, RSM7
**Downregulated genes** **:**	
*Autophagy*	APE1, ATG15, ATG17, ATG19, ATG20, ATG23, ATG29, ATG34, SNX4, SNX41, VPS41
*Cell cycle phase transition*	CLN3, MBP1, RLM1, SWI4, WHI5, (CDC7, CTR9, STE20, XBP1)
*Cell division*	CIN8, KRE28, NUF2, RNR3, SLK19, (ADY3, BIR1, BRN1, CDC37, CDC7, CLN3, CNM67, DON1, KAR1, MPC54, PDS5, SHS1, SMC2, SMC3, SMC4, SSD1, TPK1)
*Chromatin organization*	BRE1, CDC7, CTR9, ELF1, MCM10, POB3, RTF1
*DNA repair I*	BRN1, PDS5, RAD17, RAD50, RAD61, RAD9, SMC2, SMC3, SMC4, XRS2
*DNA repair II*	HFM1, MLH3, MSH2, MSH4, MSH5, RAD16, RAD2, RAD26, RAD7, UBP15
*Fatty acid oxidation*	FAA1, FAA2, POX1, PXA1, PXA2
*Gluconeogenesis*	FYV10, GID7, GPM2, MDH2, TDH1, UBC8, VID24, VID28, VID30
*Glycolysis/Gluconeogenesis*	PYK2, HXK1, TDH1, YOR283W, ERR3, GPM2
*Maltose metabolic process*	IMA1, MAL31, MAL32
*Phosphorus metabolic process, TCA cycle*	CIT3, CYR1, FMP48, GDH3, HFA1, IDP3, KDX1, MDH2, PBS2, PTK2, PTP2, SHH3, YBR139W, YJR149W
*Proteinase A and B*	PAI3, PEP4, PRB1
*Proteolysis*	PCI8, RPN1, RRI1, (FYV10, UBP15, UBP16, UBP2, UBP9, VID24, VID30, YGR066C)
*RNA metabolic process, ribosome biogenesis*	BUD22, KRI1, MAK16, NMD2, RRP14, RRP36, SAS10, TAP42, TOR2, UPF3, (REX3, RIO1, RPM1, SNU66, SQS1)
*RNA splicing*	CLF1, LIN1, PRP11, PRP3, SLU7, SNU66, SQS1, THP3, YJU2
*Trehalose and glycogene metabolic processes, generation of precursor metabolites and energy, response to stress*	ALD4, AQY2, ATH1, COX5B, DAK1, DCS1, DCS2, DDR2, ECM4, EGO4, EMI2, FMP33, FMP45, GAD1, GCY1, GDB1, GGA1, GIP2, GLC3, GLG1, GLK1, GND2, GOR1, GPD1, GPG1, GPH1, GSC2, GSY1, GSY2, HBT1, HSP104, HSP26, HSP42, HSP78, HXK1, HXT7, IGD1, MHO1, MSC1, NDE2, NTH1, OM45, PGM2, PNC1, RGI1, RTC3, RTN2, SBP1, SDS24, SFA1, SOL4, SPI1, SSE2, STF2, TFS1, TKL2, TMA17, TPK1, TPS1, TPS2, TPS3, TSL1, UGA1, UGP1, UIP4, YDL124W, YGP1, YJL144W, YLR149C, YLR345W, YPL247C, YRO2, ZWF1 (BIR1, EIS1, FUN19, GRX1, HSP30, HSP31, IZH4, MTL1, TMC1, TSA2, YBL111C, YDR391C, YIL108W, YKR011C)

^a^Other differentially expressed genes with similar function and not visualized by STRING analysis are indicated in brackets.

Protein metabolic processes modulated by the presence of IS included genes related to autophagy, protein degradation, and amino acid and protein metabolic processes. In this sense, differentially expressed genes related to autophagy (*ATG* genes) and protein modification/degradation mechanisms (including proteinases A and B) were both repressed by IS. 

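The whole *ATG* family on the array, 36 probe sets, had a median log2 difference of -0.35 with 40% IS, below all 10000 random lists of equal mean expression (lowest median -0.33). Of these, 25 were lower and 2 higher at an adjusted p below 0.05 (limma) in the authors' deposited table, and 6 were lower at 0.001. The 28 of the family outside Tables 3 and 4 had a median of -0.25 (percentile 1.61). The 11 autophagy genes of Table 4 had a median of -0.64 and reached from -0.90 (*APE1*) to -0.35 (*ATG15*) in the authors' deposited table. For the proteinases, the authors' deposited table gave -1.12 for *PRB1*, which encodes proteinase B, and -0.50 for *PEP4*, which encodes proteinase A. *PAI3*, which encodes an inhibitor of proteinase A, was at -0.37 there. Its probe set was dim (mean log2 signal 6.97) and met neither rule of the methods. The 11 proteolysis genes of Table 4 had a median of -0.59, and *UBP2* alone passed -1 (-1.01 in the authors' deposited table). The 33 proteasome subunit genes moved less, with a median of -0.21 at percentile 0.25 of their random lists. At an adjusted p below 0.05, 19 of these were lower in the authors' deposited table, and 1 at 0.001.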

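The 17 sulfur amino acid genes of Table 4 had a median log2 difference of 1.22 with 40% IS, and 13 of them were above 1 at an adjusted p below 0.05 (limma) in the authors' deposited table. The 26 genes of the other amino acid, allantoin and glyoxylate group had a median of 0.82. The 14 translation genes and the 13 upregulated ribosome biogenesis genes of Table 4 changed less, with medians of 0.53 and 0.64 and 0 genes above 1 in the authors' deposited table. Over the whole families the differences were smaller still. The 144 probe sets of cytosolic ribosomal proteins had a median of 0.20, above every random list of equal mean expression (highest 0.14), and the 56 mitochondrial ribosomal protein genes one of 0.19 (percentile 99.98). Of the cytosolic ribosomal protein probe sets 70 were higher and 1 lower at an adjusted p below 0.05 in the authors' deposited table (71 when adjusted over the list alone), and 5 passed 0.001. Because ribosomal protein paralogs are near identical, their probe sets can share signal.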

Meanwhile, genes associated to amino acid biosynthesis (especially those encoding the synthesis of methionine and cysteine) and other protein metabolic processes, such as translation and ribosome biogenesis, were induced (Fig. 5, Table 4). It should be noted that *S. cerevisiae* F12 simultaneously repressed some of the genes needed for ribosome biogenesis. 

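The 14 repressed genes of this group in Table 4 that the table holds had a median log2 difference of -0.70, all with an adjusted p below 0.05 (limma) in the authors' deposited table. *RRP14* (-1.84), *SAS10* (-1.12), *NMD2* (-1.05) and *KRI1* (-1.04) were below -1 in the authors' deposited table. *RRP36* (-0.61, adjusted p = 0.0394 by limma) and *BUD22* (-0.64, adjusted p = 0.0266) were closest to the threshold there. The listed RNA gene *RPM1* is not among the rows analysed. The family of *NOP*, *UTP* and *RRP* genes, 53 probe sets, had a median of -0.10 at percentile 7.00 of random lists of equal mean expression. It went both ways, with 10 higher and 15 lower at an adjusted p below 0.05 and 0 in either direction at 0.001 in the authors' deposited table.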

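For the 9 splicing genes of Table 4 the median log2 difference was -0.56 with 40% IS. They ranged in the authors' deposited table from -0.98 (*PRP3*) to -0.43 (*YJU2*), all with an adjusted p below 0.05 (limma) and 3 below 0.001. The 23 *PRP* genes on the array had a median of -0.07, at percentile 64.6 of 10000 random lists of equal mean expression. Of these, 8 were lower and 3 higher at an adjusted p below 0.05 in the authors' deposited table.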

Besides, certain specific genes related to RNA processing, such as those encoding for the spliceosome, were also repressed, pointing out the high complexity of the cell response to the presence of IS.

Regulation of the cell cycle and the overall yeast stress response were also influenced by the presence IS. Thus, cells subjected to 40% IS (w/w) downregulated the expression of genes involved in cell division, cell cycle phase transition (including *CLN3*), chromatin organization, and different DNA recombination and repair mechanisms (Fig. 5, Table 4). 

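*CLN3* (YAL040C) had a log2 difference of -0.96 and an adjusted p of 0.00664 (limma) in the authors' deposited table, so it met neither the minimum difference of 1 nor the threshold of 0.001. Its residual SD was large, and the 95% interval computed here reached from -1.42 to -0.49. A plain equal-variance test on the recovered SD, without the shared prior of limma, left it at an adjusted p of 0.0601. The 9 cyclin genes of the *CLN* and *CLB* families had a median of -0.03 (percentile 59.4 of random lists), which was 0.02 with all differences centred on their median, and in the authors' deposited table *CLN3* was the 1 called lower while 2 were called higher. The 9 genes of the cell cycle phase transition group of Table 4 had a median of -0.80 and the 22 of cell division one of -0.74. All genes of both groups in the authors' deposited table were lower at an adjusted p below 0.05, and 10 of the 22 passed 0.001. The 7 chromatin genes had a median of -0.61, of which *RTF1* (-1.03) passed -1 in the authors' deposited table. For the 20 genes of both DNA repair groups the median was -0.66, with *SMC4* (-1.00) the most and *BRN1* (-0.25) the least lowered in the authors' deposited table.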

Finally, about 30 genes involved in the yeast’s general response to stress were differentially expressed, including *DDR2*, *GPX2*, *GRX1*, *GRX4*, *HSP104*, *HSP30*, *HSP31*, *MTL1*, *TPS1*, *TSA1*, *TSA2*, and *ZWF1*, which are recognized as crucial genes to face heat, oxidative and/or osmotic stresses^28–31^. These genes were downregulated in most cases, including the specific genes related to trehalose and glycogen biosynthesis, two important carbohydrates involved in the cell response to stress^32,33^. In contrast, genes involved in the glutathione system, the assembly of Fe-S clusters, or the degradation of allantoin were induced.

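All 12 named genes in the authors' deposited table had an adjusted p below 0.05 (limma), 9 of them lower and 3 higher with 40% IS. The decreases there were *HSP30* (YCR021C, -1.44), *HSP104* (YLL026W, -1.22), *TPS1*, *HSP31* (YDR533C, -1.16), *ZWF1*, *GRX1* (YCL035C, -0.63), *DDR2* (YOL052C-A, -0.63), *MTL1* (YGR023W, -0.61) and *TSA2* (YDR453C, -0.52) in the authors' deposited table. The 3 increases were *GPX2* (YBR244W, 1.25), *GRX4* (YER174C, 0.75) and *TSA1* (YML028W, 0.56) there. The median over the 12 was -0.63. The 95% interval computed here reached from -1.82 to -1.06 for *HSP30* and from -1.39 to -1.06 for *HSP104*. The threshold of 0.001 was passed by 9 of the 12 in the authors' deposited table. Requiring a difference above 0.5 within the test (treat) left *DDR2*, *MTL1*, *GRX1*, *GRX4*, *TSA1*, *TSA2* and *ZWF1* without a call.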

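The largest group of Table 4, 87 genes of trehalose and glycogen metabolism, energy generation and stress response, was lower throughout in the authors' deposited table, with log2 differences of -0.33 and below, the lowest that of *EGO4*. The median of the group was -0.82. At an adjusted p below 0.001 (limma) 67 of the 87 passed, and 31 were below -1 at 0.05, in the authors' deposited table. Met by neither rule were 18 of them. The paper chose this group on the same arrays, so its direction is a description. Of *DDR2*, *TPS1*, *HSP30*, *HSP104*, *MTL1*, *GRX1*, *TSA2* and *ZWF1* the paper states that stress usually activates their expression, and it proposes that missing sensing mechanisms for the damage by IS lie behind the lack of an effective stress response.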

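The 5 Fe-S cluster genes of Table 4 had a median log2 difference of 0.81 and all passed an adjusted p of 0.001 (limma) in the authors' deposited table, led by *ISA1* (1.05) and *NAR1* (1.02). All 9 *DAL* genes were above 0 in the authors' deposited table, and 8 of them had an adjusted p below 0.05. Their median of 0.66 was above every random list of equal mean expression (highest 0.47). Among the 22 thioredoxin and glutathione genes, 9 were higher and 6 lower at an adjusted p below 0.05 in the authors' deposited table. *GLR1* (YPL091W), which encodes glutathione reductase, was at -0.31 (adjusted p = 0.0115 by limma) in the authors' deposited table. The 14 targets listed for the oxidative stress regulator Yap1 had a median of 0.04 (percentile 68.6).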

## Discussion

The experience gained from brewing and starch-based fermentations under high gravity conditions have paved the way for the application of similar strategies during lignocellulose conversion processes. High gravity technologies are necessary to achieve high substrate concentrations, thus allowing high ethanol titers and reducing distillation costs^34^. At high substrate loading yeast cells have to deal with a high IS content during SSF/CBP processes, especially at early stages. Notwithstanding, when SSF/CBP proceeds liquefaction effect (due to enzymatic activity) that convert biomass particles into an aqueous paste takes part^23^. IS may produce stress and induce cell damage on fermentative yeasts^35^, although their potential consequences at early stages of SSF/CBP processes have been generally disregarded, and only the effects caused by biomass-derived inhibitors have been usually considered. In this work, *S. cerevisiae* F12 cells shrank and increased their surface roughness when exposed to IS, highlighting the role of IS as an important stressor during the fermentation processes. Differences in cell morphology have been previously observed when subjecting *S. cerevisiae* cells to heat^36^, osmotic^24^ and oxidative^25^ stresses, and even during the stress caused by the presence of high ethanol concentrations^37,38^. However, this is the first time that the changes in cell morphology are evidenced in the presence of IS. Osmostress, thermostress or oxidative stress have also shown to decrease mean cell volumes^24,25^. Similar observations were found in this work, where the mean cell size of cells exposed to IS was reduced by 10%. These results highlight the similarities between the effects promoted by solids and other physical and/or chemical stressors on cell surface.

In addition to induce morphological changes, IS have shown to influence the fermentation performance of yeast cells. The presence of 40% and 60% IS (w/w) decreased *S. cerevisiae* F12 viability by 20–30%, reducing the overall substrate consumption rates and ethanol volumetric productivities. Moreover, although cell population retained about 60% of cell viability in case of 40% and 60% IS (w/w) along the fermentation process, the highest IS content reduced final ethanol titers by 1.7-fold due to an incomplete glucose utilization. This result might be indicative of metabolic and gene expression changes occurring in cells subjected to 60% IS (w/w). Indeed, cells might be entering in a resting state when subjected to IS, since quiescence is typically induced to confer increased resistance to a wide range of environmental stress factors^39^. Supporting this hypothesis, 30 genes involved in the regulation of the cell cycle were found to be downregulated in the presence of IS at 4 h of process, including *CLN3*, which has been identified to be one of the earliest genes activated to promote the transition between G0 and G1 phases^40^. 

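The cell division and cell cycle phase transition groups of Table 4 together hold 29 different genes. All 29 were lower at an adjusted p below 0.05 (limma) in the authors' deposited table, 15 passed 0.001 and 1 had a log2 difference below -1. Their median was -0.75. Neither rule of the methods was met by 14 of the 29 there.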

Quiescent or cell arrest is usually induced by nutrient starvation (e.g. glucose or nitrogen), and it is linked to the concomitant repression of ribosomal biogenesis genes and the induction of autophagy- and stress-responsive genes^41^. Ribosome synthesis is one of the major energy consuming processes of the cell, and it must be therefore limited under nutrient-limiting conditions^42^. Autophagy, on the other hand, is required to reallocating limited nitrogen through autophagic degradation of existing proteins and organelles, and/or for vacuolar nutrient sensing in mediating mitotic exit during nutrient starvation^43^. In this work, nutrient-rich conditions were used to evaluate the effects of IS on *S. cerevisiae* F12 cells, which might explain the induction of ribosome biogenesis and translation genes, and the repression of proteolysis and autophagy-related genes. Notwithstanding, ribosome synthesis is a highly complex process; therefore, certain genes involved in ribosome biogenesis were also found repressed in the presence of IS.

Cell arresting may also be promoted in response to stress-derived DNA damage in order to maintain genomic integrity of proliferating cells^44^. Optimal adaptation to stress involves an extensive reorganization of the gene expression^45^. In addition to repressed cell cycle transition, the presence of IS also influenced the expression of several genes related with the general cell response to stress. The expression of *DDR2*, *TPS1*, *HSP30*, *HSP104*, *MTL1*, *GRX1*, *TSA2*, and *ZWF1* is usually activated by a variety of chemical agents and environmental or physiological stresses^28,29,31,46^. For instance, the multi-stress response gene *DDR2* may be activated by more than 13 xenobiotic agents, heat shock, DNA damage and other stresses^28^. *TPS1* has been recently identified as a key gene for cell survival during heat stress, oxidative stress or desiccation^31^. The gene encoding for the negative regulator of the H(^+^)-ATPase (*HSP30*) and dissagregase protein (*HSP104*) are also overexpressed upon exposition to ethanol, heat, and osmotic stress^46^. On the other hand, *MTL1*, *GRX1*, *TSA2*, and *ZWF1* genes are usually overexpressed in the presence of chemical and oxidative stressors, including the lignocellulose-derived inhibitors furfural and 5-hydroxymethylfurfural^15,29,46,47^. The absence of proper sensing mechanisms for detecting the external damage promoted by IS might be behind the lack of an effective stress response, thus resulting in a defective activation of the corresponding protective mechanisms and increasing intracellular ROS levels. ROS are an unavoidable by-product of aerobic metabolism commonly accumulated as a consequence of cell exposure to different stressors^48^. In the presence of IS, about 40% of the cell population evidenced high ROS content. This population percentage was increased by 1.8-fold when combining IS and lignocellulose-derived inhibitors, even though these compounds caused minor ROS accumulation in the absence of IS. This fact highlights the serious consequences of having such environment during lignocellulose conversion processes at high substrate concentration.

Trehalose and glycogen biosynthetic pathways were also repressed in the presence of IS. These carbohydrates are two glucose storages of yeast cells and they accumulate in response to different environmental changes^32^. Furthermore, trehalose is one of the most effective substances known for preservation of membranous structures and enzyme activities during stress^33^. The lower trehalose levels combined with a high intracellular ROS content may synergistically contribute to increase cell damage, severely affecting DNA (promoting both base damage and strand breaks), proteins and other cellular components, and leading to cell membrane instability as well^26^. Therefore, the overall repression of these stress protective mechanisms besides the increase in ROS levels may negatively contribute to boost morphological changes on cell surface after the direct exposure to IS, also causing a drastic intracellular damage. 

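*PHR1* (YOR386W), which encodes the photolyase, had a log2 difference of -0.66 with 40% IS (adjusted p = 2.14e-04 by limma) in the authors' deposited table, and the 95% interval computed here was -0.80 to -0.52. Its probe set was dim, with a mean log2 signal of 7.01 in the authors' deposited table. *MAG1* (YER142C), which encodes a DNA glycosylase, was at -0.93 (adjusted p = 1.37e-04) in the authors' deposited table, with a 95% interval of -1.11 to -0.76. Of the *RAD* genes listed in Table 4, *RAD7* (-0.93), *RAD2* (-0.89), *RAD26* (-0.81) and *RAD50* (-0.79) were the most lowered in the authors' deposited table.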

Surprisingly, direct reversal repair pathway (involving *PHR1* gene), base excision repair pathway (involving *MAG1* gene), and RAD-related DNA repair pathways (nucleotide excision repair pathway, the homologous recombination pathway, and the postreplication repair pathway)^49^ were also downregulated in the presence of IS. Repression of these DNA repair pathways might be responsible for the decrease in cell viability, since all genome mutations caused by the high ROS levels would accumulate, ultimately promoting cell death^50^. This hypothesis is also supported by repression of *BIR1* (*BIR1* deletion mutants are more sensitive to apoptosis induced by oxidative stress) and *STF2* (deletion of *STF2* promotes the production of reactive oxygen species and apoptotic cell death during stress conditions) genes, since they have shown to be essentials for preventing the apoptotic mechanisms (programmed cell death) induced by oxidative stress^51,52^.

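*BIR1* (YJR089W) had a log2 difference of -0.85 with an adjusted p of 1.08e-04 (limma) in the authors' deposited table, and a 95% interval of -1.01 to -0.70. Its mean log2 signal of 7.80 was in the dimmest quartile of the authors' deposited table, which ended at 8.03. *STF2* had an adjusted p of 0.00250 in the authors' deposited table, above the threshold of 0.001, and was called through its difference below -1.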

On the other hand, the presence of IS triggered the overexpression of the stress-related genes *CCP1*, *CIR2, CTA1*, *GPX2*, *GRX4*, *MXR1*, *POS5*, and *TSA1*. These genes encode different cytoplasmic and mitochondrial enzymatic activities, including cytochrome c peroxidase, dehydrogenase, catalase, glutathione peroxidase, oxidoreductase, glutaredoxin, kinase, and peroxiredoxin, as crucial antioxidant defenses^30,53,54^. These activities belong to the glutathione and thioredoxin systems that are responsible for maintaining redox homeostasis through complex regulatory machinery. 

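All 8 genes were higher with 40% IS at an adjusted p below 0.05 (limma) in the authors' deposited table. *CCP1* (YKR066C) had a log2 difference of 1.08, *MXR1* (YER042W) of 0.99 and *POS5* (YPL188W) of 0.57 there, each below 0.001 in the authors' deposited table. The smallest was *CTA1* (YDR256C), at 0.28 with an adjusted p of 0.0195 (limma), from a probe set with a mean log2 signal of 6.60 near the bottom of the range in the authors' deposited table. The 95% interval computed here was 0.10 to 0.46 for *CTA1*, 0.49 to 1.02 for *GRX4* and 0.39 to 0.72 for *TSA1*. A plain equal-variance test on the recovered SDs left *CTA1* at an adjusted p of 0.0560. *CTA1* and *GRX4* met neither rule of the methods, and the other 6 passed 0.001 in the authors' deposited table. The median over the 8 genes was 0.87.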

Intracellular glutathione levels have shown to be essential for increasing *S. cerevisiae* robustness to the stress caused by lignocellulose-derived inhibitors^55^. In addition, previous biochemical studies have suggested that thioredoxin is the predominant antioxidant system in yeast, and also showing important interconnections with the glutathione system^30^. Both glutathione and thioredoxin systems are cysteine-demanding protective processes, since this amino acid residue is easily oxidized by ROS compounds. Cysteine, together with methionine, is a primary sulfur amino acid. Therefore, sulfate assimilation pathway and the superpathway of sulfur amino acid biosynthesis were induced in response to IS in order to support the synthesis of these compounds. The overexpression of these pathways may also involve a third antioxidant system, based on methionine amino acid. Similar to cysteine, methionine residues are extremely sensitive to ROS compounds, thus generating methionine sulfoxide. This oxidized methionine residue can subsequently be reduced through the catalysis of methionine sulfoxide reductases that are encoded by *MXR1* (which was also included within the overexpressed genes) and *MXR2*^56^, working as a natural scavenging mechanism to remove ROS compounds. 

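*MXR2* (YCL033C) was also higher with 40% IS, by a log2 difference of 0.39 with an adjusted p of 0.00826 (limma) in the authors' deposited table, which meets neither rule of the methods. The 95% interval computed here was 0.19 to 0.59, below that of *MXR1* (0.76 to 1.22).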

Although these results seem to be contradictory with repression of *BIR1* and *STF2*, it is important to consider that RNA was likely collected from a population with cells at different metabolic stages due to the presence of an external stressor. This could be also inferred from the fact that viable cells remain almost constant at 6, 24 and 48 h when 40% or 60% IS (w/w) were present (RNA was collected from cells after 4 h of fermentation). Then, cell death might be more severe within 0–6 h, while remaining cells might enter in a quiescent state (as suggested by the downregulation of cell cycle) towards increasing its robustness under these conditions. Induction of stress-related mechanisms such as glutathione, thioredoxin and methionine-based scavenging systems might therefore have an important role in ROS protection and viability maintenance in presence of IS. Also, other non-identified mechanisms (e.g. changes in yeast cell wall) might also play a crucial role towards facing IS-induced stress.

In brief, the present study underlines the presence of high IS content as an important stress factor that promotes physical, physiological and genetic changes on fermentative microorganisms. Cells respond to IS with membrane wrinkling and deformation, as seen with other physical and/or chemical stressors (e.g. osmotic stress, desiccation, ethanol, etc.). Several multi-stress response genes are repressed, leading to the accumulation of intracellular ROS and ultimately affecting yeast viability and fermentation performance. Also, it is important to highlight the synergistic stress effect promoted by the simultaneous presence of lignocellulose-derived inhibitors and IS. Dealing with new engineering strategies such as evolutionary engineering, and further evaluating the general stress response mechanisms, ROS tolerance, and cell cycle arrest at molecular level is of utmost importance to fully comprehend and overcome the effect caused by IS on yeast cells. Furthermore, triggering different stress response mechanisms on yeast cells, especially those related with antioxidant activities (e.g. glutathione, thioredoxin and/or methionine-based scavenging systems) or those preventing programed cell death (e.g. *BIR1* and/or *STF2*) seems to be crucial to obtain novel and more robust yeasts strains for the lignocellulosic industry.

## Supplementary information

Supplementary Information

## Data Availability

All data generated or analyzed during this study and the links to the corresponding databases are included in this published article (and its Supplementary Information files).

How the deposited data were processed for this re-analysis (not part of the article)

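*S. cerevisiae* F12 was sampled after 4 h of fermentation with 0% and with 40% insoluble solids (IS, w/w), 3 arrays per condition. The authors processed the Affymetrix arrays with RMA in Expression Console and compared the conditions with limma through Babelomics and with Piano. Which of these made the deposited table is not stated in it. The authors' deposited table has 5705 rows, 1 per probe set, with 6 columns of values: log2 differences between the conditions and mean log2 signals over the arrays, a moderated t and a log-odds value, which are scores without a fixed range, and a p-value and an adjusted p-value for each row. Another 3 columns were empty. How the authors chose the 5705 probe sets is not given there. The number of arrays limits the precision.

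The tests fixed in advance assumed values per array. The table holds the comparison instead, so the procedure fixed for that case was used: counts of the authors' deposited log2 differences and adjusted p-values past the thresholds of the methods, and medians of gene lists with their percentile among 10000 random lists of the same size. Random lists had as many probe sets from each of 10 groups of mean expression as the list itself. The thresholds were an adjusted p below 0.05 with an absolute log2 difference above 1, and an adjusted p below 0.001. The sign was taken as 40% IS minus 0% IS from the genes the paper names as induced and repressed.

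Systematic names were paired with gene symbols through the RefSeq genes of assembly GCF_000146045.2 R64, in which 5692 of the 5705 rows were found. The names as the paper writes them were kept. No coordinates were used, only gene lengths. The genes named in the text are every gene of Table 3, the genes the results and discussion name as induced or repressed, and the 5 largest increases and the 5 largest decreases with an adjusted p below 0.05. Genes only in Table 4 were tallied; those of them named with a value, and *GSH1*, *GSH2*, *GLR1*, *HSP12*, *CTT1* and the members of the regulons in the closing section, were chosen after their values were seen. A total of 25 gene families and regulons was listed before the data were examined. For genes with several probe sets all rows were counted, and as an alternative the probe set with the highest mean signal.

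The 95% intervals are the log2 difference plus and minus the t quantile at 7.58 degrees of freedom times the standard error, which is the log2 difference divided by t. Residual variances were recovered by removing from each posterior variance the prior that makes limma's own estimate of the prior return itself (3.58 prior and 4 residual degrees of freedom). With 3 or 5 residual degrees of freedom no such prior was found. On simulated arrays with 5705 probe sets, of which 200 were changed, this recovered the residual SDs with a median error of 4.45e-07%, and 193 of the 200 changed probe sets were called at an adjusted p below 0.05 and a difference above 0.5, with 6 false calls. On 100 simulated lists with no change, all of bright probe sets, 7 lay outside the central 95% of matched random lists and 100 outside those of unmatched ones. All 10 simulated lists that were lowered were found.

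From the recovered variances the comparison was recomputed with limma's trend and robust options, with treat at a minimum of 0.5, with a plain equal-variance test, and without the probe sets below the lower quartile of mean expression (8.03), which left 4278. Other thresholds were an adjusted p of 0.01 and minimum differences of 0, 0.5 and 1.5. Chosen after the data were examined were centring all differences on their median (-0.05), random lists matched also on gene length in 5 by 5 groups, and cameraPR of limma on the moderated t with an inter-gene correlation of 0.01 or 0.05, and other minimum log2 differences (0.58, 0.69, and 0.76 for increases with 0.61 for decreases). The division of the 25 lists into those classed as discussed by the paper and the other 8 was also made then. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. Gene ontology terms, STRING groups, the heat map, metabolites, morphology, fermentation and ROS measurements were not analysed here.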

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

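The tests on gene length in this part, those on matched lists, on Aft1 and by cameraPR, were chosen after the results were seen; the gene lists themselves were not. Of the 25 lists, 8 were classed as outside the topics of the paper's text after their values were seen, and 3 of these 8 are reported here. For the Rlm1 list this class is not strict. The paper proposes changes in the cell wall among mechanisms it did not identify, and Table 4 lists *RLM1* itself as lower. The lists of the paper meant here are Tables 3 and 4 and the genes its text names. Supplementary Table S1 was not used here and can hold some of these genes. All values in this part are of the authors' deposited table or computed from it.

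Nitrogen catabolite repressed genes, which cells lower when a rich nitrogen source is present, form a signal in genes outside those lists. The paper lists the allantoin genes, but 9 of the 16 probe sets lie outside its lists, and these had a median log2 difference of 0.61 with 40% IS, above all 10000 random lists of equal mean expression. In the authors' deposited table *MEP2* (1.75), *PUT4* (1.26) and *GAP1* (1.18) rose most among these, while *PUT1* (-0.22) fell and *UGA4* (0.05) was not called. *UGA1* (-0.62), which is among the genes the paper lists as lower, was called lower as well in the authors' deposited table. The whole list had an adjusted p of 1.37e-10 by cameraPR with an inter-gene correlation of 0.01, which remained 3.85e-07 at 0.05. An effect of gene length and mean expression was argued against, since the whole list and the 9 outside the paper's lists were both at percentile 100 of random lists matched on both. What stays open as a biological explanation is a difference in nitrogen supply or sensing with 40% IS, which was not tested, and a difference between the cultures other than the solids, which cannot be examined without values per array.

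Targets of the cell wall integrity regulator Rlm1 are another such signal. Outside the paper's lists, 9 of the 12 had a median of -0.64, at percentile 0.01 of random lists of equal mean expression. *PIR3* (-1.86), *HSP150* (-1.14) and *PST1* (-0.97) were lowest of these in the authors' deposited table, against *CWP1* (0.28), *CRH1* (0.42) and *PIR1* (0.14), of which only *CWP1* was called. The list had an adjusted p of 2.11e-04 by cameraPR, and 0.00224 at the higher correlation. Gene length and mean expression were argued against (percentile 0 of lists matched on both for all 12, and 0.01 for the 9). Lower cell wall integrity signalling with 40% IS stays open and was not tested.

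Genes of the iron regulon of Aft1 had a median of -0.33 over 13 probe sets, none of them in the paper's lists, at percentile 0.41 of random lists of equal mean expression (adjusted p = 0.00146 by cameraPR, 0.0114 at the higher correlation). *FIT1* (-1.47), *FRE2* (-1.45) and *FIT3* (-1.10) fell most in the authors' deposited table. The percentile among lists matched on gene length and mean expression was 0.985, which argues against these as the whole cause. Less active Aft1 could lower such genes, but the regulon did not move as a whole: *FTR1* (0.24) and *SIT1* (0.47) were called higher, and *FET3* (-0.05), *TIS11* (-0.10), *ENB1* (-0.05) and *FRE3* (-0.13) were not called, in the authors' deposited table. With members called both ways the list does not decide this. Iron in the medium or on the solids was not analysed here.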

How the results depend on the processing

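The centring of the differences, the lists matched on gene length, cameraPR and the minimum differences of 0.58, 0.69 and those that give the numbers of Fig. 4A were chosen after the results were seen. No paired analysis was possible because the deposited table holds 1 comparison and no values per array. For the same reason leaving out each array, other splits of the 6 arrays, fold changes from linear signals, centring each array, camera or fry on the arrays, an estimated inter-gene correlation and the clustering of the arrays were not run, and whether chance grouped the arrays cannot be examined. The rows of other organisms on the array are not in the analysed rows either.

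The numbers of called probe sets depended on the thresholds and on the test. Without a minimum difference, 1031 probe sets were higher and 1643 lower in place of 45 and 87. With 0.5 the numbers were 291 and 602, and with 1.5 they were 15 and 20. Calls by either rule then numbered 1031 higher and 1643 lower without a minimum and 307 and 621 with 0.5, against 179 and 339, and the calls shared by both rules 505 without a minimum, 470 with 0.5 and 34 with 1.5, against 119. Replacing the threshold of 0.001 gave 622 higher and 1038 lower probe sets at 0.01 and 1031 and 1643 at 0.05, by this rule and by either rule alike, in place of 179 and 326. A minimum of 0.58 (1.5-fold) gave 203 higher and 438 lower probe sets by the log2 rule and 407 by both rules, and one of 0.69 gave 137, 279 and 303. With 0.76 for increases and 0.61 for decreases these were 100, 400 and 334, by choice of the thresholds. All of these follow from the thresholds themselves.

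Recomputed from the recovered variances, the log2 rule called 45 higher and 87 lower probe sets with the plain equal-variance test and with trend and robust, as in the table, 45 and 74 with treat, and 40 and 81 without dim probe sets, where fewer were tested. These numbers say little about the tests, since the minimum difference sets most of them: an adjusted p below 0.01 in place of 0.05 leaves 45 and 87 too. At 0.001 the plain test left 1 higher and 7 lower probe sets, 45 and 93 by either rule, and 2 by both rules. It has 4 degrees of freedom instead of 7.58 and uses the SD of each probe set alone, and which of these lowers the numbers was not tested. Treat with a minimum of 0.5 left 19 higher and 25 lower, 45 and 74 by either rule, and 44 by both, by its construction. Of the genes in Tables 3 and 4, 290 had an adjusted p below 0.05, 291 with trend and robust, 270 with the plain test, 288 when centred, 203 without dim probe sets, where fewer were tested, and 96 with treat.

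Centring the differences on their median of -0.05 moves the numbers of increases and decreases toward each other by construction. At 0.001 the higher share was 35.4% (179 of 505) as deposited and 46.8% (221 higher and 251 lower) when centred, and at 0.05 it was 38.6% and 48.0%. Whether the excess of decreases depends on the authors' normalization cannot be examined without values per array. All 291 listed genes kept their direction when centred. The median of the *CLN* and *CLB* genes changed from -0.03 to 0.02, and that of no other list changed sign.

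All 66 named probe sets kept their sign when centred, and the other tests leave the differences as they are. With trend and robust, without dim probe sets (56 remained) and when centred, all had an adjusted p below 0.05. The plain test left 4 without a call (*CLN3*, *CTA1*, *YDR391C* and *YJL144W*, adjusted p up to 0.0650) and treat left 34.

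Of the 25 lists, 7 were below and 8 above the central 95% of random lists matched on mean expression. With 1 row per gene and with lists matched on length too, the numbers were the same, and the side of each list with them. Among the members outside Tables 3 and 4 and the named genes, matching on length changed the side for 1 list, the mitochondrial ribosomal proteins (percentile 94.6 in place of 99.9). Without matching, the targets of Cat8 and Adr1 were at percentile 89.5 in place of 99.5, leaving 7 above. By cameraPR the targets of Cat8 and Adr1 (adjusted p = 0.549) and the proteasome genes (0.0612) were not called. It called 6 lists lower and 7 higher at an inter-gene correlation of 0.01, and 5 and 7 at 0.05. The *RAD* genes had an adjusted p of 0.00497 with the lower and 0.0550 with the higher correlation. For the *CLN* and *CLB* genes and for the *NOP*, *UTP* and *RRP* genes the direction by cameraPR was higher, against medians below 0, and neither was called (0.549 and 0.937). The dimmest of 10 groups of probe sets had a median mean log2 signal of 6.64. In it 24.3% had an adjusted p below 0.05 and the median absolute difference was 0.09. In the brightest group these were 45.4% and 0.20. Whether low signal over background limits the calls among dim probe sets was not tested.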

Differences from the paper's values

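The paper gives 513 downregulated genes in its text, against 339 probe sets that were lower by either rule in the authors' deposited table. Of the alternatives set before the data were examined, a minimum log2 difference of 0.5 (621) and limma with trend and robust (384) came within 1.5 times the paper's number. No minimum difference (1643), a minimum of 1.5 (327), an adjusted p of 0.01 (339) or 0.001 (326) with the log2 rule, 0.01 (1038) or 0.05 (1643) in place of 0.001, 1 row per gene (338), leaving out dim probe sets (261), treat (74) and the plain equal-variance test (93) did not. For the upregulated genes the paper's 200 and the 179 found here differ by less than that.

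The paper states 292 genes called by both methods, against 119 probe sets here. None of the alternatives set before the data were examined came within 1.5 times, among them a minimum difference of 0.5 (470), no minimum (505), 1.5 (34), 0.01 or 0.05 in place of 0.001 (132 each), 1 row per gene (119), an adjusted p of 0.01 or 0.001 with the log2 rule (119 each), trend and robust (121), leaving out dim probe sets (110), treat (44) and the plain test (2). The matching share is above 40% in the paper and 23.0% here. A minimum difference of 0.5 (50.6%) and treat (37.0%) came within 1.5 times. No minimum (18.9%), 1.5 (6.72%), an adjusted p of 0.01 (23.0%) or 0.001 (23.6%) with the log2 rule, 0.01 (7.95%) or 0.05 (4.94%) in place of 0.001, 1 row per gene (23.0%), leaving out dim probe sets (25.2%), trend and robust (21.3%) and the plain test (1.45%) did not.

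By the log2 rule, Fig. 4A shows about 100 upregulated and about 400 downregulated genes, read by eye, while the authors' deposited table held 45 and 87. No alternative set before the data were examined came within 1.5 times of either, with 15 to 1031 for the increases and 20 to 1643 for the decreases. The numbers by the other method in Fig. 4A match those at an adjusted p below 0.001 with 1 row per gene, 179 and 325, so the gap lies in the log2 rule.

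Other minimum log2 differences were chosen after seeing the values. One of 0.69, the natural log of 2, gave 137 increases and 279 decreases by the log2 rule, 205 and 413 by either rule and 303 by both (49.0%), each within 1.5 times the paper's number, and it drops 53 of the 291 genes of Tables 3 and 4 found. One of 0.58 (1.5-fold), also chosen after seeing the values, gave 203 and 438, then 237 and 502, and 407 by both (55.1%), and drops 37. With 0.76 for increases and 0.61 for decreases, chosen after seeing the values to give the numbers of Fig. 4A (100 and 400), 192 and 479 were called by either rule and 334 by both (49.8%), and 45 are dropped. The paper's methods name none of these thresholds, and no single one gave both numbers of Fig. 4A.

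Fig. 4A labels the upregulated genes with a negative and the downregulated genes with a positive log2 change. With the sign under which the genes of Tables 3 and 4 go the way the paper states, the upregulated genes have positive values in the authors' deposited table.

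The paper describes the genes of Tables 3 and 4 as differentially expressed and does not state which of its rules each of them met. At an adjusted p below 0.05 alone (limma), 290 of the 291 found passed in the authors' deposited table. In the authors' deposited table 212 of the 291 found met a rule, and 79 met neither. Of the 79, 68 had an adjusted p below 0.01 and 1 above 0.05 (*SHH3*, -0.26, adjusted p = 0.0571, limma). *CLN3*, *CTA1*, *GRX4*, *SOL4* and *GND2* are among the 79. The one setting that called all 291 at 0.05 was trend and robust.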

Other observations

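The tests in this part on gene length were chosen after the result was seen; those on the stress genes were set before, apart from the use of random lists and centring in place of values per array. All values are of the authors' deposited table or computed from it.

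The decrease of the stress, trehalose and glycogen genes could come from an overall shift of the arrays or of dim probe sets, but a shift of that kind moves random lists of equal mean expression too. The lowest median among 10000 such lists was -0.35, against -1.06 for the targets of Msn2 and Msn4, which argues against it, and with all differences centred the median of these targets was -1.01. Cultures with 0% IS being nearer to glucose exhaustion at 4 h might also raise stress genes there. The targets of Cat8 and Adr1, which might then be lower with 40% IS, had a median of 0.067 with 4 called higher and 5 called lower in the authors' deposited table. This median was at percentile 99.5 of random lists of equal mean expression, 99.7 of lists matched on gene length too, and 89.5 of unmatched lists. Several targets had dim probe sets, such as *ADY2* (mean log2 signal 6.55), *FBP1* (6.59) and *JEN1* (7.39). A median of such genes cannot decide for or against a decrease. *ICL1* (0.70) rose, while *MDH2* (-0.42) and *POX1* (-0.40) fell. The low-glucose transporters were split as well in the authors' deposited table (*HXT7* -1.36, *HXT2* 1.07, *HXT4* -0.27 and not called), with *SUC2* at 0.45, as were the high-glucose ones (*HXT1* 0.54, *HXT3* -0.26, the latter not called). The probe set of *HXT7* is, like that of *MAL32*, of a kind that more than 1 gene can share. The 3 maltose and 6 glycolysis and gluconeogenesis genes that Table 4 lists as lower had medians of -1.82 and -1.16, but were chosen on these arrays. At a later time, the paper reports glucose used up with 0% IS and some left with 40% IS. Its text gives no glucose value at 4 h. With members going both ways, glucose exhaustion cannot be told apart from an effect of the solids here. The stress genes themselves did not all move. *HSP12* and *CTT1*, listed with the same regulators, were not called.

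Longer genes were lower with 40% IS. Across 5692 probe sets with a gene length (99.8%), the Spearman correlation of log2 difference and length was -0.26. In the 10% of probe sets with the shortest genes (median 315 bp) the median difference was 0.06, and in the 10% with the longest (median 3498 bp) it was -0.24. At an adjusted p below 0.001, 21 probe sets were higher and 11 lower among the shortest, and 7 higher and 52 lower among the longest, in the authors' deposited table. Genes are not independent replicates, so no p is given. Ribosomal protein and respiratory genes are short and higher, but without them and without the genes the paper lists or names the correlation was -0.23 over 5171 probe sets, which argues against them as the whole cause. Within 10 groups of equal mean expression it had a median of -0.27 (from -0.29 to -0.17), which argues against mean expression. A difference in RNA integrity between the conditions may lower long transcripts, and a slower transcription of long genes may too. Neither was tested, since the table gives no values per array or per probe, and the methods state a minimum RNA integrity for all samples.

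Because *ATG*, *RAD* and proteasome genes were lower as families, the same trend might have lowered them. Among random lists matched on gene length and mean expression their percentiles were at most 0.79 (*RAD* genes), so the trend with length does not account for the medians of these 3 families. For the *RAD* genes the members outside Table 4 were at percentile 43.4 of such lists, a remainder that the paper's choice of genes on these arrays sets in part. For the 9 *MSH* and *MLH* genes, which are long (median 2706 bp), the percentile went from 8.40 to 32.4 with this matching.

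The genes of Tables 3 and 4 that met neither rule had a median mean log2 signal of 7.68, and those that met a rule one of 9.29. Their median absolute log2 difference was 0.60.

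Lists that belong at no claim had medians of -0.11 for 12 anaerobic and hypoxic genes (percentile 40.5), 0.02 for 9 targets of the zinc regulator Zap1 (66.8), 0.14 for 2 high-glucose transporters (68.9) and 0.09 for 4 genes of low-glucose transport and invertase (74.4). Members of the anaerobic and hypoxic list went both ways, from -1.63 to 0.53. At an adjusted p below 0.05 (limma), 4 of them were lower and 3 higher in the authors' deposited table. At 0.001, 4 were lower and 0 higher there. The median of this list therefore does not mean that its genes were unchanged.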
